A study of Homo sapiens with 30 samples.

How the data were processed

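Neuroblastoma cells of 3 established lines (IMR32, NGP and SK-N-BE(2)c) had been transfected with antisense oligonucleotides (ASOs) at 100 nM by lipofection, and their RNA was sequenced. Of the 4 ASOs the series names, 3 were directed at the long non-coding RNA NESPR (ASO1, ASO2 and ASO10) and 1 was a negative control ASO, called NCA here. Each of the 30 libraries was assigned to 1 of 9 groups from its own title: 4 libraries each of ASO1, ASO2 and NCA in IMR32, and 3 libraries each of ASO2, ASO10 and NCA in NGP and in SK-N-BE(2)c. In NGP and SK-N-BE(2)c the column names carry one spelling for replicate 1 of the control and another for replicates 2 and 3. The titles place all 3 in the same control group and the series names 1 control ASO, so they were used as 1 group, but the other spelling could stand for another control oligonucleotide, which the labels do not settle. No per-sample column was left unused (0 columns).

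Per the labels' protocols, libraries were made either with a stranded total RNA kit and sequenced as pairs, or with a stranded mRNA kit and sequenced from one end. The labels do not say which library had which kit. The aligner, the counting program, whether counting used strand, the genome build, the annotation and the time between transfection and harvest are not stated, so no coordinates are given. A total RNA library also counts RNA without a poly(A) tail and unspliced RNA, which an mRNA library mostly leaves out, and this can change both which genes are seen and their levels.

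The deposited values are normalized gene counts per the labels, one table per cell line, and were treated as a normalized signal (gene counts divided by one size factor per library). The steps between low values gave that size factor for every library, and 100% of values then came out as whole reads. The factors ran from 0.811 to 1.20 in IMR32, from 0.899 to 1.13 in NGP and from 0.834 to 1.16 in SK-N-BE(2)c. Recovered reads per library ran from 9393587 to 15060356. The median ratio of each library to the geometric mean library lay between 1.0069 and 1.007 over the 12 IMR32 libraries, and at 1.012 in every library when the 18 NGP and SK-N-BE(2)c libraries were pooled. IMR32 was therefore treated as scaled on its own, so that its levels were not set against those of the other lines, and NGP and SK-N-BE(2)c as scaled jointly by the authors. The written plan named a count test for raw counts only, so limma stayed the test used. A gene at 3 reads or fewer in every library of a group was treated as at the floor. Intervals and floors cover counting error only, because the files do not say whether duplicate reads were removed.

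The IMR32 table held 62884 entries, of which 174 had no Ensembl gene ID (169 spike-in sequences and 5 ribosomal RNA precursors, with 0.172% of all values); these stayed out of the tests. The other tables held 57905 genes each. Symbols were matched by gene ID for 99.9% of the genes in the IMR32 table and 89.8% in each of the others, and 52007 IDs were shared. GENCODE release 29 was used only for gene order, strand, length and GC content.

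Log2(value + 1) was tested with limma 3.58.1 in R 4.3.3 (a mean per group in one model per cell line, contrasts, moderated variances with a mean-variance trend). Genes with a mean of at least 10 over all libraries of a table were tested, which left 17309 in IMR32, 14440 in NGP and 13556 in SK-N-BE(2)c. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Each cell line had 3 contrasts: each NESPR ASO against NCA, and the NESPR ASOs against each other. A gene counted as changed by both ASOs when it was called with one sign in both contrasts against NCA. Because these share their control libraries, 20 simulations of unchanged groups against the same controls gave the values that arise with no effect, where few genes are called. After the results were seen, 20 simulations were added in which the effects of each ASO were shuffled over genes of similar level, apart for the 2 ASOs, so that only the controls were shared. For LINC00682, TMEM33 and DCAF4L1, two-sided exact permutation tests were added; with 4 against 4 libraries they cannot go below 0.0286, and with 3 against 3 not below 0.1. No label says what a replicate number marks. Over genes, deviations from the group means went together between libraries of one number in all 4 pairs of ASO1 and NCA in IMR32 (correlations 0.112 to 0.564, above 0.1 in each), and in none of the 8 other pairs of groups was this so for every number. The fit without a block, as planned, was kept.

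Lists of genes were tested with camera in limma (preset correlation 0.01) over 48 pairs of list and contrast, with Benjamini-Hochberg adjustment over all 48, and the contrasts between ASOs were adjusted apart from these. Of the 48, 42 pairs of 7 lists are given; 1 list and some single genes of the plan are not reported here. The lists held 31 targets of the integrated stress response (ISR), 18 of the unfolded protein response (UPR), 12 heat shock genes, 22 genes of adrenergic and 20 of mesenchymal identity, 25 proliferation genes and 18 interferon response genes. Differences between NGP and SK-N-BE(2)c were tested as an interaction in one limma model over their 18 libraries (14537 genes). The comparisons, the lists, the filter, the test and the rule for naming genes were fixed before the data were examined. By that rule the text names, per cell line, the 5 genes with the largest mean rise and the 5 with the largest mean fall among genes called with one sign for both ASOs, with a mean of at least 50 in a group and no overlap between ASO and NCA libraries, and for each pair of NESPR ASOs the 3 genes with the smallest adjusted p in each direction. LINC00682, TMEM33 and DCAF4L1 were chosen after their values were seen, and so were FOS, ZMYND10 and ENSG00000224097.

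As alternatives, the pseudocount was set to 0.1 or 5, the filter to none or to a mean of 50, and the calls to those with a log2 fold change of at least 1 in size. Libraries were also rescaled to one total, by median ratios or by quantiles, weighted by limma's array weights, or left out in turn. The variance trend was dropped, the model was limited to the groups compared, and the replicate number was added as a block. The recovered reads were tested with edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0, and the lists with fry and with an estimated correlation. On counts simulated from the real means and depths, with 200 changed genes among 13556 to 17309, limma recovered 99.5% to 100% of them with 2% to 6.1% false calls, edgeR 99% to 100% with 2% to 4.8%, and DESeq2 99% to 100% with 2% to 3.9%. The changed genes had a mean of at least 50 and changes above the median size in the data (0.147 to 0.437 log2 units over the contrasts). Recovery of small changes or of low genes, and scaling with many changed genes, were not simulated. The interaction test, run on 14537 simulated genes, found 184 of 200 differences with 9 false calls. There all genes had the same dispersion and the changed genes a mean of at least 10 in both lines, so genes near 0 in a line were not covered. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.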

Results

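Gene expression was measured by RNA sequencing in IMR32, NGP and SK-N-BE(2)c cells, which are established neuroblastoma lines, after transfection of ASOs against the long non-coding RNA NESPR or of a control ASO (NCA). The series names NESPR as specific to adrenergic neuroblastoma cells and connects it with stress and cell death, so the comparisons ask how expression differs when it is targeted. ASO2 was used in all 3 lines, ASO1 in IMR32 only and ASO10 in NGP and SK-N-BE(2)c only. The groups held 4 libraries each in IMR32 and 3 each in the other lines. Recovered reads per library ran from 9393587 to 13932379 in IMR32, from 11591178 to 13795561 in NGP and from 11497829 to 15060356 in SK-N-BE(2)c. The 10 genes with most reads took 7.96% to 9.4% of a library in IMR32, 5.29% to 5.93% in NGP and 7.44% to 8.23% in SK-N-BE(2)c. Genes with at least 1 read numbered 28268 to 32492, 21253 to 23934 and 19235 to 21815 in that order of lines. All pairs of replicates differed by more than sampling noise (lowest chi-square per degree of freedom 1.27 in IMR32, 2.31 in NGP and 2.43 in SK-N-BE(2)c), so none was taken for a copy of another. The labels number the libraries of a group as replicates and do not say whether the cultures were separate. No batch is given in the labels, and the kit used for a library is not stated, so no value could be computed within batches.

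NESPR was not analysed here under its own name, and no transcript was taken for it from its values. The knockdown itself is therefore not reported. The long non-coding RNA LINC00682 (ENSG00000245870), chosen after its values were seen, fell in every contrast against NCA. In IMR32 its normalized count was 1883 ± 116 (SD, n = 4) with ASO1, 1464 ± 132 with ASO2 and 2590 ± 142 with NCA. The log2 fold changes were -0.46 (limma adjusted p 9.39e-06) and -0.82 (adjusted p 1.17e-08), and the exact permutation p was 0.0286 for each, the smallest possible with 4 against 4. In NGP it was at 442.7 ± 45.2 with ASO2, 475.4 ± 18.3 with ASO10 and 735.3 ± 61.1 with NCA (log2 fold changes -0.73 and -0.62). SK-N-BE(2)c libraries had fewer reads of it, 91.7 ± 12.4 and 87.6 ± 4.21 against 148 ± 11.5 (log2 fold changes -0.69 and -0.75, limma adjusted p 0.000144 and 7.2e-05).

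DCAF4L1 (ENSG00000182308), chosen in the same way, rose with ASO10 and not with ASO2, and the ASOs differed from each other in both NGP and SK-N-BE(2)c (log2 fold change of ASO2 against ASO10 -4.96 and -5.11, limma adjusted p 1.41e-14 and 4.14e-16). In NGP its normalized count was 525 ± 82.8 (SD, n = 3) with ASO10 against 19.3 ± 7.42 with NCA, a log2 fold change of 4.75 (standard error 0.25, limma adjusted p 5.73e-14), and 16.3 ± 5.62 with ASO2. In SK-N-BE(2)c it was 312 ± 40.6 with ASO10, 20.2 ± 3.48 with NCA and 8.39 ± 3.33 with ASO2, with log2 fold changes of 3.89 and -1.22 (limma adjusted p 3.09e-13 and 0.00011). In IMR32 it was at 16.4, 15.9 and 15.7 with ASO1, ASO2 and NCA. Its nearest expressed gene on the 5′ side, TMEM33 (ENSG00000109133), lies on the same strand. TMEM33 fell with ASO10, with log2 fold changes of -0.42 in NGP and -0.77 in SK-N-BE(2)c (limma adjusted p 1.29e-06 and 6.99e-10). With ASO2 it rose by 0.27 in NGP (adjusted p 0.00034) and stayed within the replicate spread in SK-N-BE(2)c (-0.02, adjusted p 0.796). In IMR32 it rose by 0.19 with ASO2 (limma adjusted p 0.031, exact permutation p 0.0571) and not with ASO1 (0.005, adjusted p 0.964). In the joint limma model, the change of DCAF4L1 was not called as different between NGP and SK-N-BE(2)c. The log2 fold change in SK-N-BE(2)c minus that in NGP was -1.01 with ASO2 and -0.859 with ASO10 (limma adjusted p 0.0845 and 0.145). Differences between lines in TMEM33, and those of IMR32 from the other lines, were not tested.

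**Figure D1:**
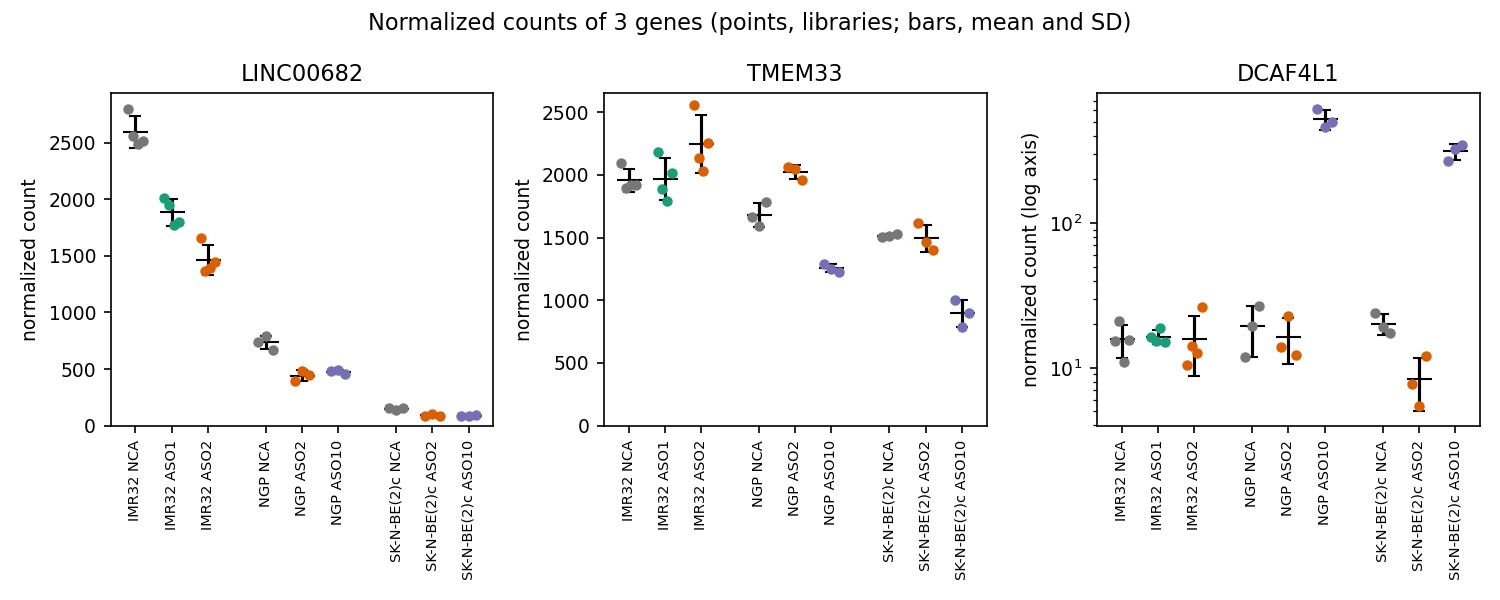
Normalized counts of LINC00682, TMEM33 and DCAF4L1 in each library (points; bars, mean and SD; log axis for DCAF4L1), with 4 libraries per group in IMR32 and 3 in NGP and SK-N-BE(2)c. IMR32 levels are scaled apart from the others. LINC00682 lies at 442.7 and 475.4 with ASO2 and ASO10 against 735.3 with NCA in NGP, and DCAF4L1 rises to 525 and 312 with ASO10 only.

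In IMR32, 17309 genes were tested. ASO1 differed from NCA in 4850 of them by limma's adjusted p, 2354 higher and 2496 lower, and ASO2 in 5607, 3051 higher and 2556 lower. After rescaling to the same total the larger side swapped for both, with 2788 higher and 2267 lower for ASO1 and 2648 and 3113 for ASO2, so which side is larger depended on the scaling. Most changes were small, and the alternative that moved these counts most, a log2 fold change of at least 1 in size, left 222 genes for ASO1 (191 higher, 31 lower) and 197 for ASO2 (152 higher, 45 lower). All libraries of one group lay above all of the other in 27.6% of genes for ASO1 and 30.4% for ASO2, where chance gives 2.9%. The ASOs were called with one sign against NCA for 2609 genes (1376 higher, 1233 lower) and with opposite signs for 167, which is 6% of the 2776 genes called for both. Independent calls would give 784 genes of one sign. A simulation with the same controls, in which the effects of each ASO were shuffled over genes, gave 1161 of one sign (1210 at most) and 893 of opposite signs. Across genes, which are not independent replicates, the fold changes of the ASOs correlated at r = 0.608, beside 0.493 in simulated unchanged groups that share controls and 0.18 with shuffled effects. They had the same sign in 71.9% of genes, beside 66.5% and 53.7% in these simulations. At a log2 fold change of at least 1, 69 genes changed with both ASOs, 62 of them upward.

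The largest rises common to both ASOs in IMR32 were in HSPA6, GARIN4, SGK1, ID1 and FOSB. For these and the other genes named for changing with both ASOs, every ASO library lay beyond every NCA library. HSPA6 (ENSG00000173110) was at a normalized count of 147 ± 23.1 (SD, n = 4) with ASO1, 45.8 ± 7.37 with ASO2 and 9.17 ± 4.98 with NCA, with log2 fold changes of 3.97 and 2.31 (standard error 0.24, limma adjusted p 6.79e-10 and 9.5e-07). It has close relatives among the HSP70 genes, and reads shared with them make its level uncertain. GARIN4 (ENSG00000162771) was at 108 ± 12.8, 165 ± 33.01 and 31.6 ± 6.09 (log2 fold changes 1.75 and 2.34). The remaining 3 had log2 fold changes of 2.31 and 1.60 (SGK1), 1.70 and 2.16 (ID1), and 2.13 and 1.40 (FOSB) for ASO1 and ASO2. In ID1, ASO2 replicate 1 stood apart from the other ASO2 libraries, and without it the ASO2 value was 2.29. The largest common falls were in FUT1 (ENSG00000174951), at 73.3 ± 16.8, 64.2 ± 26.1 and 166 ± 21.8 with ASO1, ASO2 and NCA (log2 fold changes -1.19 and -1.44, limma adjusted p 0.000246 and 3.83e-05), and in TRANK1, SAMD4A, SV2B and FHIT. These last 4 had log2 fold changes from -0.73 (FHIT, ASO1) to -1.22 (TRANK1, ASO2).

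ASO1 and ASO2 were also set against each other in IMR32, and 3795 genes differed, 1588 higher with ASO1 and 2207 higher with ASO2. The share higher with ASO1 was 41.8%, and it became 59.8% when every library was rescaled to the same total, so the side with more genes depended on the scaling. The groups did not overlap in 21% of genes (2.9% by chance). HMOX1 (ENSG00000100292) was at a normalized count of 446 ± 23.1 (SD, n = 4) with ASO1, 53.5 with ASO2 and 40.6 ± 5.11 with NCA (log2 fold change of ASO1 against ASO2 3.06, limma adjusted p 9.77e-12). CHGB (3524 with ASO1, 1811 with ASO2 and 2169 with NCA) and RGS4 (851, 387 and 449) followed. On the ASO2 side, MDM2 (ENSG00000135679) was at 5493 ± 198 with ASO2, 2928 ± 121 with ASO1 and 2927 ± 39.2 with NCA (log2 fold change of ASO1 against ASO2 -0.91, limma adjusted p 1.99e-11). ANKRD11 was at 2607 with ASO1, 4804 with ASO2 and 4071 with NCA, and NECTIN4 at 17.6, 120 and 16.1.

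In NGP, 14440 genes were tested, and 8477 differed between ASO2 and NCA (4417 higher, 4060 lower) and 7850 between ASO10 and NCA (3864 higher, 3986 lower) by limma's adjusted p. After rescaling to the same total ASO2 had 3664 higher and 4693 lower, so its larger side swapped. With a log2 fold change of at least 1 in size, 1410 genes were left for ASO2 (553 higher, 857 lower) and 1686 for ASO10 (1068 higher, 618 lower). The groups did not overlap in 62.4% of genes for ASO2 and 59.1% for ASO10, where chance gives 10%. Both ASOs changed 3989 genes in one direction (2142 higher, 1847 lower; 1877 and 2143 after rescaling), against 2303 for independent calls and 2706 in the simulation with shuffled effects (2763 at most). They changed 1230 genes in opposite directions, 23.6% of the 5219 genes called for both, against 2317 in that simulation. The correlation of their fold changes across genes, 0.431, lay between the 0.501 of simulated unchanged groups and the 0.186 of shuffled effects, and the share of equal signs was 64.6%, beside 66.8% and 52.6%. ASO2 and ASO10 differed from each other in 8458 genes, 4414 higher with ASO2 and 4044 higher with ASO10 (3795 and 4551 after rescaling). Of these, 1858 differed by at least 1 log2 unit, 543 higher with ASO2 and 1315 higher with ASO10. In 65% of genes the groups did not overlap.

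The largest rises common to ASO2 and ASO10 in NGP were in ZNF426, ELOVL3, ALLC, IMPG2 and ZNF560, all at 6.80 normalized counts or fewer on average with NCA. IMPG2 (ENSG00000081148) was at a normalized count of 42.5 ± 6.49 (SD, n = 3) with ASO2, 209 ± 5.66 with ASO10 and 6.80 ± 1.55 with NCA (log2 fold changes 2.49 and 4.77, limma adjusted p 6.37e-10 and 4.98e-15). ZNF426 was at 37.5 ± 12.6, 86.2 ± 12.9 and 1.96 ± 2.06 (log2 fold changes 3.94 and 5.16), and reads shared with related zinc finger genes make it and ZNF560 uncertain. For the other 3, no NCA library held more than 3 reads. ELOVL3 was at least 5.64-fold higher with ASO2 and 24.4-fold with ASO10, ALLC at least 3.33-fold and 23.1-fold, and ZNF560 at least 2.93-fold and 27.9-fold. The ASO2 bound of ZNF560 rests on 1 library and was 1.69-fold without ASO2 replicate 1. All 5 have their nearest expressed gene on the 5′ side on the same strand. The largest common falls were in TNIK, ITGA2, USP13, CCNT1 and MAP2K5. CCNT1 (ENSG00000129315) was at 831 ± 26.6, 521 ± 9.89 and 2050 ± 78.2 with ASO2, ASO10 and NCA (log2 fold changes -1.30 and -1.98, limma adjusted p 2.6e-14 and 1.29e-17). The other 4 had log2 fold changes from -1.36 (USP13, ASO2) to -1.92 (ITGA2 with ASO2 and USP13 with ASO10).

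Between ASO2 and ASO10 in NGP, the smallest adjusted p belonged to SEC61A1, TRRAP and EIF4G2 on the ASO2 side and to CCDC62, TERF2IP and YY1 on the ASO10 side. SEC61A1 (ENSG00000058262) was at a normalized count of 5492 ± 121 (SD, n = 3) with ASO2, 1616 ± 39.4 with ASO10 and 3897 ± 137 with NCA. Its log2 fold change of ASO2 against ASO10 was 1.76 (limma adjusted p 7.27e-19). TRRAP (2760, 721 and 2044) and EIF4G2 (23710, 7611 and 19340) followed the same order of groups. CCDC62 (ENSG00000130783) was at 270 ± 17.3 with ASO2, 1760 ± 76.4 with ASO10 and 681 ± 47.5 with NCA (-2.70, limma adjusted p 7.27e-19). TERF2IP was at 612, 2558 and 2197, and YY1 at 761, 2876 and 1828.

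In SK-N-BE(2)c, 13556 genes were tested, and 9078 differed between ASO2 and NCA (4555 higher, 4523 lower) and 7981 between ASO10 and NCA (3768 higher, 4213 lower) by limma's adjusted p. The share higher with ASO2 was 50.2% and became 38.4% when libraries were rescaled to the same total, which moved the median fold change of all genes from -0.02 to -0.15. Counts of higher and lower genes in this contrast are therefore relative to the scaling. With a log2 fold change of at least 1 in size, 1776 genes were left for ASO2 (617 higher, 1159 lower) and 1466 for ASO10 (842 higher, 624 lower). The groups did not overlap in 69.3% and 64.7% of genes (10% by chance). Both ASOs changed 4424 genes in one direction (2184 higher, 2240 lower), against 2672 for independent calls and 3035 with shuffled effects (3136 at most). They changed 1394 in opposite directions, 24% of the 5818 called for both, against 2657 with shuffled effects. After rescaling to the same total, 38.8% of the genes changed in one direction were higher. The fold changes of the ASOs correlated at 0.433 across genes, beside 0.496 in simulated unchanged groups and 0.166 with shuffled effects, and had equal signs in 65.6% of genes, beside 66.6% and 52.4%. ASO2 and ASO10 differed in 8861 genes (4689 higher with ASO2, 4172 higher with ASO10). Of these, 1883 differed by at least 1 log2 unit, 563 higher with ASO2 and 1320 higher with ASO10. Among all genes called in this contrast, the share higher with ASO2, 52.9%, became 42.3% after rescaling to the same total. The groups did not overlap in 68.2% of genes.

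The largest common rises in SK-N-BE(2)c were in CETP, AOC3, CYP2D6, IMPG2 and AOC2. AOC3 (ENSG00000131471) was at a normalized count of 148 ± 16.4 (SD, n = 3) with ASO2, 345 ± 57.9 with ASO10 and 9.81 ± 5.66 with NCA (log2 fold changes 3.94 and 5.15, limma adjusted p 1.76e-13 and 1.83e-15). AOC2 was at 308 ± 37.1, 410 ± 55.5 and 25.1 ± 5.75 (3.58 and 3.99), and IMPG2 at 30.6 ± 9.91, 230 ± 55.7 and 3.92 ± 4.15 (2.96 and 5.85). AOC2 and AOC3 are neighbouring, related genes, and CYP2D6 has near-identical relatives, so reads shared between them make these levels uncertain. CETP had no read in any NCA library and was at least 2.41-fold higher with ASO2 and 54.1-fold with ASO10. CYP2D6, with at most 1 read in an NCA library, was at least 5.72-fold and 22.2-fold higher. The nearest expressed gene on the 5′ side lies on the same strand for all 5, as in NGP. The largest common falls were in FBXO36, NEAT1, TMCC2, CCNT1 and MIPOL1. NEAT1 (ENSG00000245532), a nuclear long non-coding RNA, was at 542 ± 18.5, 545 ± 19.8 and 2133 ± 236 with ASO2, ASO10 and NCA (log2 fold changes -1.97 and -1.96, limma adjusted p 6.61e-18 and 8.35e-18). CCNT1 had log2 fold changes of -1.47 with ASO2 and -2.23 with ASO10, and the other 3 had log2 fold changes from -1.31 (TMCC2, ASO2) to -2.46 (FBXO36, ASO10).

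Between the ASOs in SK-N-BE(2)c, MAP1LC3B (ENSG00000140941) was at a normalized count of 993 ± 32.8 (SD, n = 3) with ASO2, 122 ± 11.4 with ASO10 and 522 ± 28.8 with NCA (log2 fold change of ASO2 against ASO10 3.02, limma adjusted p 1.99e-20). SEC61A1 (8949, 3009 and 6045) and ABL1 (4677, 1376 and 2270) followed. RPRD2 (ENSG00000163125) was at 800.0 ± 6.74, 3305 ± 202 and 1700 ± 19.3 in the same order (-2.04, limma adjusted p 1.99e-20), followed by TERF2IP (443, 1894 and 1558) and YY1 (853, 2985 and 2045). SEC61A1, TERF2IP and YY1 were thus among the 6 genes named by this rule in both lines.

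**Figure D2:**
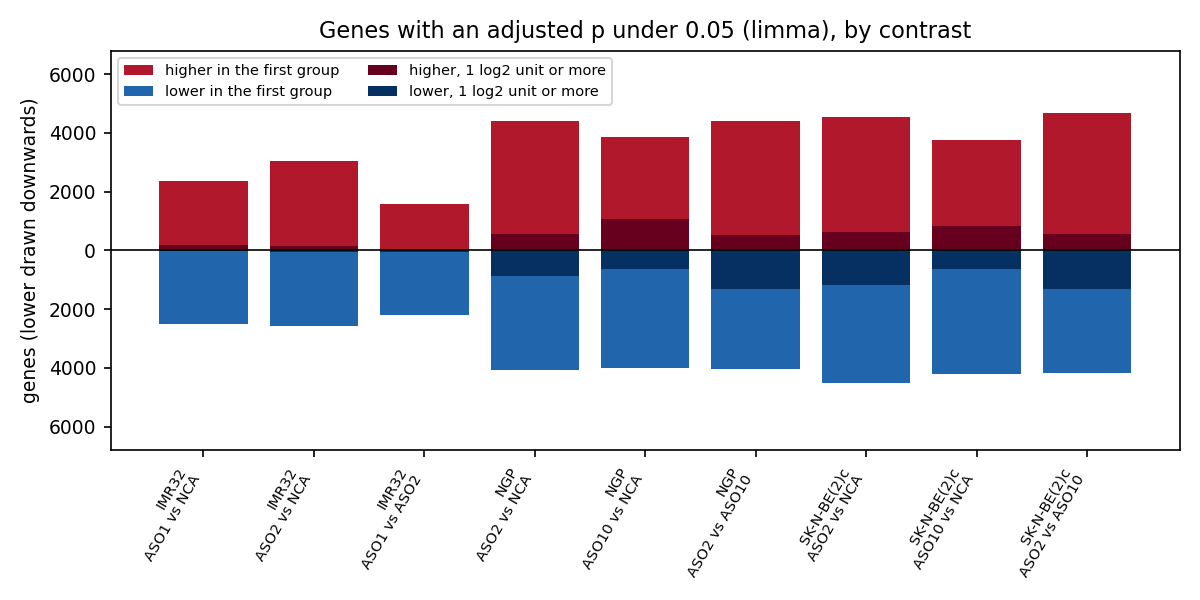
Number of genes with a limma adjusted p under 0.05 in each of the 9 contrasts; bars above 0 are genes higher in the group named first, bars below 0 genes lower in it, and the darker parts are those with a log2 fold change of at least 1 in size. IMR32 has 3795 to 5607 genes per contrast, and NGP and SK-N-BE(2)c 7850 to 9078, with 4 and 3 libraries per group.

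The lines were then set side by side by their calls and fold changes, each made within its own table. Of 11594 genes tested in all 3 lines, 692 changed in one direction with both ASOs of every line (354 higher, 338 lower), where independent calls would give 52. Every one of these contrasts had NCA as its control, and the samples hold no untreated cells. A change caused by NCA itself would therefore be shared by the ASOs and the lines, and it cannot be separated here. The pairs of lines shared 950 genes (IMR32 and NGP, 318.1 if independent), 1002 (IMR32 and SK-N-BE(2)c, 353.6) and 2396 (NGP and SK-N-BE(2)c, 615.7). Requiring a log2 fold change of at least 1 in every contrast moved the 3-line count most and left 4 genes, all higher. They were GARIN4, ZMYND10, FOS and ENSG00000224097, the last 3 named after their values were seen. The mean of their 6 log2 fold changes was 2.50, 1.93, 1.52 and 1.79. Without NGP NCA replicate 3, GARIN4 and FOS with ASO2 in NGP fell to 0.825 and 0.964. Without IMR32 NCA replicate 1, ENSG00000224097 with ASO1 in IMR32 fell to 0.889. ZMYND10 stayed above 1 in every fit without 1 library (lowest 1.226, with ASO1 in IMR32).

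Fold changes against NCA correlated across genes more closely between lines treated with one ASO than between ASOs. For NGP and SK-N-BE(2)c, which share no library, r was 0.811 for ASO2 and 0.828 for ASO10 over 12637 genes. It was 0.3 for NGP ASO2 with SK-N-BE(2)c ASO10 and 0.354 for NGP ASO10 with SK-N-BE(2)c ASO2. For the direct contrast of ASO2 with ASO10 it was 0.858. IMR32 ASO2 correlated at 0.563 with NGP ASO2 and at 0.596 with SK-N-BE(2)c ASO2, and at 0.272 and 0.249 with ASO10 in these lines. IMR32 ASO1 correlated at 0.311 and 0.372 with ASO2 and at 0.189 and 0.212 with ASO10. Spearman's rho between NGP and SK-N-BE(2)c was 0.813 for ASO2 and 0.752 for ASO10, against 0.298 and 0.357 for the pairs with different ASOs. Genes are not independent replicates, so these correlations carry no p-value.

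**Figure D3:**
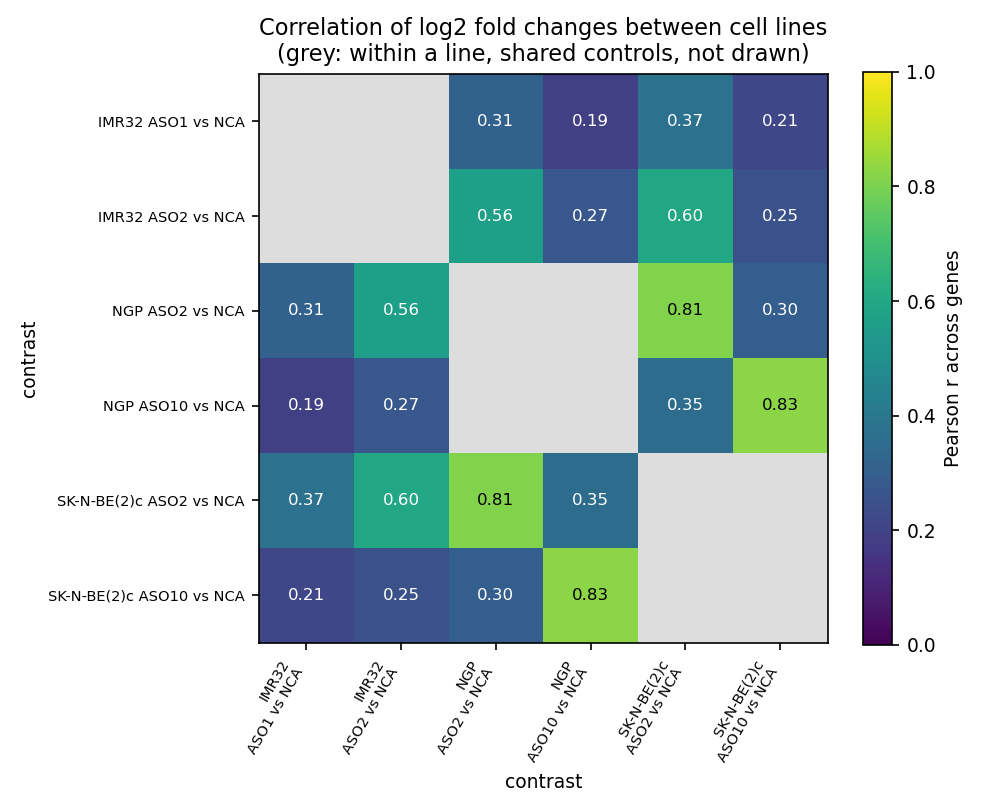
Pearson correlation across genes of the log2 fold changes against NCA, for each pair of contrasts from different cell lines; grey cells are pairs within a line, which share controls and are not drawn. The highest values are 0.81 and 0.83, for ASO2 and for ASO10 between NGP and SK-N-BE(2)c.

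Of 42 pairs of a gene list and a contrast against NCA, 14 had a camera adjusted p under 0.05, 12 upward and 2 downward. All 14 were also called by fry in the same direction, and 2 held under an estimated correlation between genes, which moved the count most: heat shock with ASO1 and with ASO2 in IMR32 (adjusted p 0.0348 and 0.0413). Fry asks whether a list changes at all and camera whether it changes more than other genes, and 12 other pairs were called by fry alone, as named below. For the 2 heat shock calls these were the highest adjusted p over their alternatives, and the lowest were 2.02e-15 and 3.17e-13. The ISR list rose in NGP and SK-N-BE(2)c with both ASOs. Its median log2 fold change was 0.77 for ASO2 and 0.67 for ASO10 in NGP (limma camera adjusted p 1.03e-11 and 1.41e-13), and 0.58 and 0.70 in SK-N-BE(2)c (adjusted p 2.31e-05 and 6.09e-14). Of 30 genes tested, 29 and 28 were called over all genes in NGP and 29 and 29 in SK-N-BE(2)c, and the counts adjusted over the list alone were equal to these. Genes called upward numbered 27, 28, 24 and 28 in that order. In IMR32 the list showed no shift (medians -0.09 and -0.13, adjusted p 0.697 and 0.372), with 13 and 18 genes called over all genes and 15 and 19 adjusted over the list alone, in both directions. The difference between IMR32 and the other lines was not tested for this or any list, since its table was scaled apart. The labels also do not say whether IMR32 libraries had the same kit as the others. Between NGP and SK-N-BE(2)c the list differed for ASO2 (adjusted p 0.000407) and not for ASO10 (0.986).

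Heat shock genes rose in IMR32 (medians 0.68 with ASO1 and 0.45 with ASO2, limma camera adjusted p 1.48e-12 and 1.08e-10), where 9 and 10 of 10 genes were called over all genes and 10 and 10 adjusted over the list alone. They rose with ASO2 in SK-N-BE(2)c (0.47, adjusted p 0.00861, 7 of 11 genes called either way) and were not called in the other 3 contrasts (adjusted p from 0.0536 to 0.705), of which fry alone called ASO2 in NGP upward (0.00154). The difference between SK-N-BE(2)c and NGP with ASO2 had an adjusted p of 0.0137. Heat shock genes were higher with ASO2 than with ASO10 in SK-N-BE(2)c (median 0.41, adjusted p 0.00554) and not called between the ASOs in IMR32 and NGP (0.0597 in each). The UPR list rose by small amounts, with medians of 0.07 and 0.18 for ASO1 and ASO2 in IMR32 (adjusted p 0.0102 and 0.000223) and of 0.20 and 0.19 for ASO2 in NGP and SK-N-BE(2)c (adjusted p 0.0242 and 0.0434). Genes called over all genes numbered 6, 10, 12 and 11 of 18, and 7, 11, 12 and 11 adjusted over the list alone. The UPR call with ASO1 in IMR32 was lost without ASO1 replicate 1 (adjusted p 0.0569), with a range from 0.00271 to 0.52 over its alternatives. The call in SK-N-BE(2)c was lost without NCA replicate 2 (adjusted p 0.106), with a range from 0.000484 to 0.513 over its alternatives. The UPR list was not called with ASO10 in either line by camera (adjusted p 0.701 in NGP and 0.633 in SK-N-BE(2)c), where fry alone called it upward (0.0072 and 0.0327, medians 0.04 and -0.03), and ASO2 against ASO10 gave 0.0597 and 0.202. The adrenergic list fell with ASO10, by a median of -0.39 in NGP and -0.29 in SK-N-BE(2)c (adjusted p 0.000223 and 0.000179), where 17 of 22 and 15 of 21 genes were called, 16 and 15 of them lower, with equal counts adjusted over the list alone. In the other 4 contrasts its adjusted p lay between 0.0958 and 0.6, with a fry call downward for ASO2 in NGP (0.0072), and ASO2 against ASO10 gave 0.02 in NGP and 0.183 in SK-N-BE(2)c.

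The proliferation list rose with ASO2 in SK-N-BE(2)c (median log2 fold change 0.20, limma camera adjusted p 0.0382, 18 of 25 genes called over all genes and 18 adjusted over the list alone). This call was lost without NCA replicate 1 (0.0579) or replicate 2 (0.052) or ASO2 replicate 3 (0.067), and its adjusted p ran from 0.00121 to 0.877 over all alternatives. Camera called the list in no other contrast against NCA (adjusted p from 0.0762 to 0.795), and fry alone called it in NGP, upward with ASO2 (0.0077) and downward with ASO10 (2.93e-05). Its ASO2 change differed between SK-N-BE(2)c and NGP (adjusted p 0.000274). Between the ASOs it was higher with ASO2 in all 3 lines (ASO1 against ASO2 in IMR32, median -0.11, adjusted p 0.00704; ASO2 against ASO10, 0.17 and 0.18, adjusted p 0.0319 in NGP and 0.0242 in SK-N-BE(2)c). The IMR32 pair was not called by fry (adjusted p 0.139), and 6 of its 25 genes were called. Of 21 pairs of a list and a contrast between ASOs, 5 were called, 4 of them also by fry and 0 under an estimated correlation. Fry alone called 7 others: heat shock in IMR32 and NGP, UPR in NGP and SK-N-BE(2)c, and the ISR, adrenergic and interferon lists in SK-N-BE(2)c. Mesenchymal identity (adjusted p from 0.282 to 0.919) and interferon response (0.432 to 0.985) were called by camera in no contrast against NCA. Fry alone called mesenchymal identity upward in IMR32 (0.00865 with ASO1 and 0.00628 with ASO2) and downward in SK-N-BE(2)c (0.00101 with ASO2 and 0.00133 with ASO10), and interferon response upward in SK-N-BE(2)c (0.0174 and 0.00107).

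**Figure D4:**
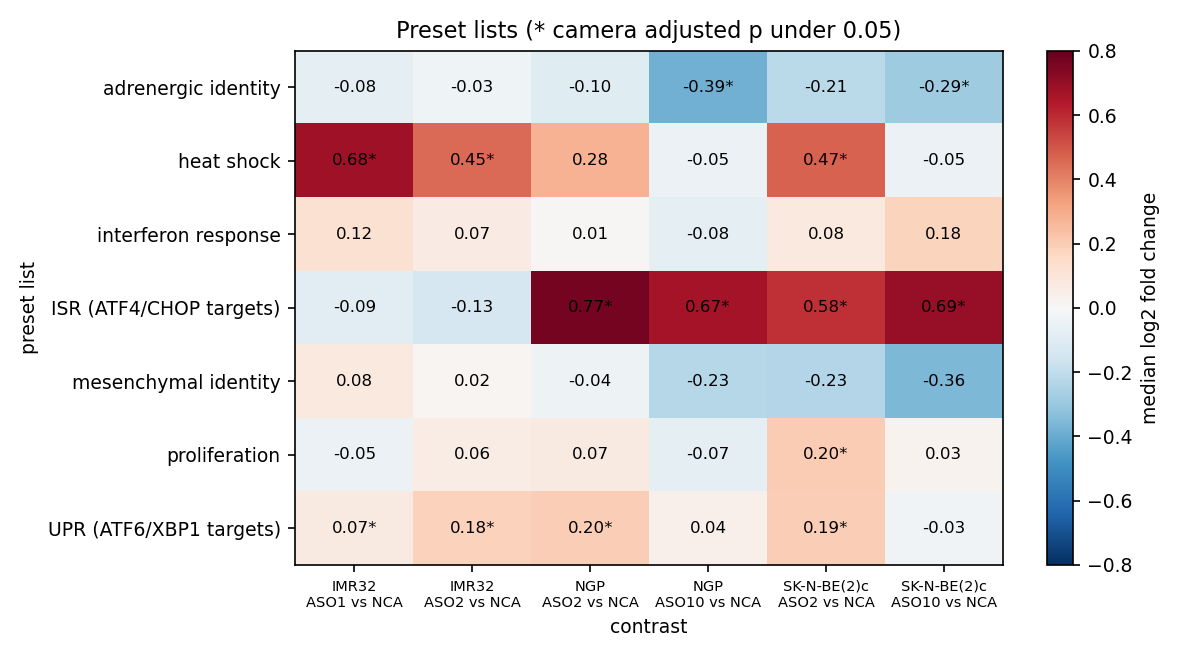
Median log2 fold change of each of the 7 lists (vertical) in each of the 6 contrasts against NCA (horizontal), with a star where the camera adjusted p is under 0.05. The ISR list is at 0.58 to 0.77 in NGP and SK-N-BE(2)c and at -0.09 and -0.13 in IMR32.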

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

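The tests of whether low values decide the gene and list differences between the cell lines were chosen only after those differences were seen; the other tests in this part were chosen before. Differences between NGP and SK-N-BE(2)c are given as the log2 fold change in SK-N-BE(2)c minus that in NGP, from the joint limma model. Of 58 pairs of a named gene and an ASO, 25 differed at an adjusted p under 0.05. A count model on the recovered reads (edgeR) kept the sign and the threshold in 20 of the 25. The lines were scaled jointly by the authors, and a difference in biology between them stays open throughout, as untested.

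Genes with an NCA mean of at least 50 in both lines gave 6 of these differences, and all 6 (100%) were kept in the count model, which argues against the pseudocount as their source. NEAT1 fell more in SK-N-BE(2)c, by -1.15 with ASO2 and -1.07 with ASO10 (limma adjusted p 7.69e-08 and 1.37e-07), from NCA means of 2635 in NGP and 2133 in SK-N-BE(2)c. The other differences were smaller: 0.64 for TNIK with ASO10 (adjusted p 0.00846), 0.26 for SEC61A1 with ASO10 (0.00728), and 0.41 and 0.39 for ABL1 with ASO2 and ASO10 (0.000714 and 0.00105).

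Where the lower NCA mean lay between 1 and 50, all 11 differences (100%) were also kept in the count model. ZNF426 differed by -3.17 with ASO2 and -4.53 with ASO10 (limma adjusted p 9.23e-05 and 7.01e-07), with NCA means of 1.96 in NGP and 269 in SK-N-BE(2)c. ALLC differed by -3.64 and -2.34 (NCA means 1.57 and 15.9), and ZNF560 by -4.50 with ASO10 (1.28 and 161). CCDC62 differed by 1.45 and 1.57 (681 and 4.70), AOC3 by 1.77 and 1.84 (94.8 and 9.81), and AOC2 by 2.07 and 1.83 (299 and 25.1). With ASO10, each of these 6 genes had the larger fold change in the line with the lower NCA mean. The same gain in reads makes a larger fold change from a lower level, so this does not show a larger gain in reads there. Reads shared with related genes stay open for ZNF426, ZNF560, AOC2 and AOC3.

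In the remaining 8 differences 1 line had an NCA mean under 1, and 3 of the 8 were kept in the count model. CETP differed by 1.64 with ASO2 and 2.51 with ASO10 (NCA means 3.09 in NGP and 0 in SK-N-BE(2)c) and CYP2D6 by 1.43 and 2.25 (9.93 and 0.685). Both had the larger fold change in SK-N-BE(2)c, the line with the lower mean, where a pseudocount makes a fold change smaller. In the count model 4 of these 4 differences were larger (4.35 and 5.24 for CETP, 2.37 and 3.15 for CYP2D6). For CETP, an NCA mean of 0 leaves the fold change in SK-N-BE(2)c undefined. Its larger size in the count model therefore tells nothing, and only the bounds below bear on it. Both CYP2D6 differences were kept in the count model, which argues against pseudocount compression at low values as their source. Against a floor of 3 reads the rise in SK-N-BE(2)c was at least 54.1-fold for CETP with ASO10, and at least 5.72-fold and 22.2-fold for CYP2D6, beside 38.3-fold, 4.56-fold and 9.96-fold in NGP. The ASO2 difference of CETP was lost in the count model (edgeR adjusted p 0.0535), and its bound of 2.41-fold lies under the 3.15-fold of NGP, so this difference is uncertain. Reads shared with related genes stay open for CYP2D6. ITGA2 differed by 1.89 with ASO2 and 1.89 with ASO10 (82.3 in NGP and 0.349 in SK-N-BE(2)c), and MIPOL1 by -1.95 and -1.92 (0 and 54.6), and none of these 4 (0%) was kept. For ITGA2 and MIPOL1 a real difference and an effect of the pseudocount cannot be told apart, because so few reads in 1 line leave the fold change there undefined.

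Of 14 pairs of a list and an ASO, 3 differed between the lines. With ASO2 the limma camera adjusted p was 0.0137 for heat shock (median difference 0.26), 0.000407 for the ISR (-0.25) and 0.000274 for proliferation (0.20). With ASO10 no list was called by this test over all genes. With camera on the statistics of the count model, which adds no pseudocount to the recovered reads, 3 of the 3 kept their direction and an adjusted p under 0.05 (0.00352, 5.69e-06 and 0.000275 in the same order), which argues against pseudocount compression at low values. A mean of at least 50 in both lines as the filter removed 1 of 11 heat shock genes and none of the 30 ISR and 25 proliferation genes, so it tells nothing on low values for these lists. Under this filter mesenchymal identity with ASO10 also differed (8 genes, median difference -0.35, adjusted p 0.0292, against 0.293 over all genes). Fry called these 3 differences, mesenchymal identity with both ASOs (0.0272 each), and interferon response (0.00232) and proliferation (0.0295) with ASO10, so the number of lists that differ depends on the test and the filter.

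In 1 of 60 groups of 4 IMR32 libraries, 1 library lay far from the others, where 3 are expected by chance. ID1 was at 179.8 in ASO2 replicate 1, against 254 to 261 in the others. A shift shared by the replicate 1 libraries is a candidate explanation, since replicate 1 also had the lowest ID1 value in 2 of 2 other groups (157 with ASO1 and 44.83 with NCA). What the replicate 1 libraries share is not stated in the labels, and no biological explanation was tested.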

How the results depend on the processing

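The fits of the lists without 1 ASO library, and the alternatives for 32 of the 118 single-gene results, were chosen only after the results were seen; all other alternatives and tests in this part were planned in advance. Asking for a log2 fold change of at least 1 in size changed every count of called genes by more than 1.5 times. In IMR32 it left 222 genes for ASO1 against NCA, 197 for ASO2 against NCA, 120 for ASO1 against ASO2 and 69 for both ASOs. In NGP it left 1410 for ASO2, 1686 for ASO10, 1858 for ASO2 against ASO10 and 442 for both ASOs, and in SK-N-BE(2)c 1776, 1466, 1883 and 435 in the same order. The overlap of the 3 lines fell to 4 genes. The cause is the construction of this setting, which drops small changes. No other setting moved any of these counts by as much.

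Counts under each fit without 1 library were closer to those reported. In IMR32 they ran from 4027 to 5206 for ASO1, from 4542 to 6168 for ASO2, from 2726 to 4437 for ASO1 against ASO2 and from 2038 to 2647 for both ASOs. In NGP the ranges were 7623 to 8456, 6805 to 7796, 7663 to 8950 and 3468 to 3898 for ASO2, ASO10, ASO2 against ASO10 and both ASOs. SK-N-BE(2)c gave 8511 to 9114, 7018 to 8142, 8172 to 8926 and 4025 to 4356. Without NCA replicate 1, whose column is spelled apart from the other controls of these lines, ASO2 and ASO10 against NCA gave 7726 and 7023 genes in NGP and 8599 and 7502 in SK-N-BE(2)c. On the recovered reads, edgeR called 4897, 5630 and 3948 genes in the IMR32 contrasts and 8495 and 7928 for ASO2 and ASO10 against NCA in NGP, and DESeq2 4333, 4940, 3458, 8011 and 7384. The overlap of the 3 lines was 701 with a pseudocount of 5, 724 with edgeR and 723 with quantile normalization.

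Which of the higher and lower sides was larger changed in 8 of 12 results when every library was rescaled to the same total, and in 11 of 12 under at least 1 of this, the other scalings and the count models. Rescaling to the same total moved the share of higher genes by over 10 points in 4 results. It went from 41.8% to 59.8% for ASO1 against ASO2 in IMR32, from 50.2% to 38.4% for ASO2 against NCA in SK-N-BE(2)c, from 52.9% to 42.3% for ASO2 against ASO10 there and from 49.4% to 38.8% for both ASOs there. The cause is the construction of this setting, since 1 factor per library moves the values of all its genes alike: the median log2 fold change went from -0.001 to 0.052, from -0.016 to -0.152 and from 0.035 to -0.077 in the 3 contrasts. Which scaling is nearer to the amounts of RNA in the cells was not tested.

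Of 118 results of single named genes, all but 3 kept their sign and their side of the threshold in all their alternatives. DCAF4L1 with ASO2 in NGP (log2 fold change -0.212, not called) changed sign with limma's array weights (0.178) and without NCA replicate 3 (0.045), and ran from -0.509 to 0.045 over the fits without 1 library. TMEM33 with ASO2 in SK-N-BE(2)c (-0.023, not called) ran from -0.08 to 0.021 over the fits without 1 library. It was above 0 without ASO2 replicate 3, and lowest (-0.16) with every library rescaled to the same total. ENSG00000224097 with ASO1 in IMR32 was lost without NCA replicate 1 (0.889, adjusted p 0.0553), beside 1.251 in the fit of all libraries. With a mean of at least 50 as the filter, 88 of the 118 had a value. The cause was not tested.

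The number of list calls, 14, was 26 with fry (20 upward, 6 downward) and 2 with camera under an estimated correlation, and 12 to 15 across the 30 fits without 1 NCA or ASO library. Of the 14 calls, 12 were lost under the estimated correlation and 3 under quantile normalization. The latter were UPR with ASO2 in NGP (adjusted p 0.0918, range over its alternatives 1.13e-05 to 0.172), and UPR and proliferation with ASO2 in SK-N-BE(2)c (0.463, range 0.000484 to 0.513, and 0.877, range 0.00121 to 0.877). UPR was also lost there without NCA replicate 2 (0.106), and proliferation without NCA replicate 1 (0.0579) or 2 (0.052) or ASO2 replicate 3 (0.067). UPR with ASO1 in IMR32 was lost without ASO1 replicate 1 (0.0569). The cause was not tested.

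The replicate numbers do not pair the libraries throughout. The correlation of deviations between libraries of one number exceeded 0.1 in 8 of 12 pairs in IMR32 (from -0.021 to 0.564), 2 of 9 in NGP (from -0.161 to 0.316) and 3 of 9 in SK-N-BE(2)c (from -0.094 to 0.217). In IMR32 the pairs of replicate 1 had the highest values, 0.504 to 0.564, followed by replicate 3 with 0.248 to 0.333. With the replicate number as a block, 6609, 7419 and 5677 genes were called in the IMR32 contrasts and 3860 for both ASOs, beside 4850, 5607, 3795 and 2609 without it. It gave 8579, 7963, 8556 and 4082 in NGP, and 9236, 8148, 8980 and 4553 in SK-N-BE(2)c. The overlap of the 3 lines was 945. The number of list calls was 18 (14 upward, 4 downward), beside 14 (12 upward, 2 downward) without the block. The block changed no call of the 118 single-gene results or of the 14 list calls. It added list calls in pairs given above as not called by camera. These pairs were not identified, so some of those negative list results depend on the block.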

Other observations

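The tests of nuclear RNA, of an action of each ASO of its own and of neighbours among genes chosen by their NCA mean alone were chosen only after the results were seen; the other tests in this part were chosen before. Other splits of the same libraries were tried for each count of called genes. In IMR32, 1 of 35 splits, the real one, gave as many genes for each of the 3 contrasts, and the next highest counts were 0 for ASO1 against NCA, 0 for ASO2 against NCA and 800 for ASO1 against ASO2. In NGP and SK-N-BE(2)c, 1 of 10 splits gave as many for each of the 6 contrasts and all others gave 0, but with 3 against 3 libraries the share cannot be under 0.1. For both ASOs, 1 of 100 assignments gave as many genes in each line, with next highest counts of 0, 3069 and 2006 in IMR32, NGP and SK-N-BE(2)c. The lists differ from this: 16 of 100 assignments, the real one included, gave at least 14 list calls. The random ones had a median of 11 and a maximum of 18. The number of list calls is therefore not above what other assignments give at a level of 0.05. Shuffled groups can still differ in their share of each treatment, so they are not groups without an effect. How many list calls arise with no effect is thus not known from this. Single list results rest on their sizes and on the settings they hold under.

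More genes had a read in ASO10 libraries than in NCA libraries of NGP and SK-N-BE(2)c. Library depth is argued against as the cause. After thinning to 11591178 reads per library in NGP, ASO10 libraries had 23558 to 23619 genes with a read and NCA libraries 21479 to 21563, a mean difference of 2070. After thinning to 11497829 reads in SK-N-BE(2)c, they had 21134 to 21329 and 19839 to 20017, a difference of 1289. ASO2 libraries lay at 21253 to 21580 and at 19235 to 19622. Genomic DNA would spread reads by length, and this is argued against too: among genes with an NCA mean under 1, the top 1% held 38.2% of the gained reads in NGP and 44.1% in SK-N-BE(2)c, where spreading by exonic length gave 11.6% and 12.4%.

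A hypothesis is that part of the gain comes from transcription or reads that run on past the end of an expressed gene into the next gene. Genes with an NCA mean from 10 to 50, chosen without regard to the ASO libraries, were parted by the strand of their nearest neighbour on the 5′ side with an NCA mean of at least 50. With ASO10 the median log2 fold change was 0.10 with the neighbour on the same strand and -0.25 with it on the other strand in NGP, a difference of 0.348. The values in SK-N-BE(2)c were 0.08 and -0.25, a difference of 0.334 (permutation p 1e-05 in both lines, the smallest that 100000 permutations can give). The permutations here, and the bootstrap intervals below, were drawn over genes of the same libraries. Genes are not independent replicates, so these p-values and intervals do not measure the spread between cultures. With ASO2 the difference was 0.121 in NGP (permutation p 0.0027) and 0.091 in SK-N-BE(2)c (0.055). In IMR32 it was 0.001 with ASO2 (permutation p 0.98), and -0.107 with ASO1 (permutation p 1e-05), which goes the other way. Among all tested genes with an NCA mean under 50 the differences with ASO10 were larger, 0.72 and 0.769, but the mean of at least 10 over all libraries admits a gene near 0 in NCA only if it rises, so these sizes are partly set by the filter. The others there were 0.179 and 0.182 with ASO2 in NGP and SK-N-BE(2)c, and -0.113 and -0.005 with ASO1 and ASO2 in IMR32.

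Further values bear on the same hypothesis, again for genes chosen by their NCA mean alone. On the 3′ side the difference with ASO10 was 0.096 in NGP and 0.1 in SK-N-BE(2)c (permutation p 0.04 and 0.1). The bootstrap intervals there, 0.005 to 0.189 and -0.019 to 0.21, did not meet those of the 5′ side, 0.263 to 0.445 and 0.244 to 0.431, so a neighbour on any side and strand does not account for the whole. Genes closer to the end of a same-strand neighbour rose more, with rank correlations of gap and fold change of -0.498 and -0.444 (permutation p 1e-05, the smallest possible). A weaker relation of this kind was also there with ASO2 (-0.087 in NGP and -0.16 in SK-N-BE(2)c) and in IMR32 (-0.129 with ASO1 and -0.156 with ASO2), so the gap alone does not point to ASO10. Among all tested genes the 3′ differences were 0.154 and 0.166 and the gap correlations -0.465 and -0.449. The upstream neighbours of all tested genes had median log2 fold changes of -0.04 and -0.02. A larger share of nuclear RNA would raise nuclear-retained long non-coding RNAs. With ASO10, 5 of these had a median log2 fold change of -0.453 in NGP and -0.805 in SK-N-BE(2)c, and all 5 fell in both lines. NEAT1, which is among them, also fell with ASO2 (-0.821 in NGP and -1.968 in SK-N-BE(2)c), whose libraries did not gain genes with a read. The ASOs may thus lower such RNAs in another way, so this test cannot exclude a larger nuclear share. The differences of 0.348 and 0.334 are consistent with run-on in the ASO10 libraries. Whether the RNA is made by the cells or by library preparation was not tested, and the labels do not say which kit each library had. The 33 histone genes took at most 0.0194% of values in NGP and 0.00758% in SK-N-BE(2)c libraries, and at least 0.301% in IMR32. These shares show no split within NGP or SK-N-BE(2)c as wide as that from IMR32. A kit that differs between IMR32 and the other tables stays open. The neighbour differences of IMR32 can therefore not be assigned to its cells or ASOs rather than to the kit.

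DCAF4L1, which has the same-strand neighbour TMEM33, may be 1 such gene. Reads shared with DCAF4, from which it was copied, are argued against: DCAF4 had log2 fold changes with ASO10 of 0.194 in NGP (limma adjusted p 0.0637) and -0.534 in SK-N-BE(2)c (adjusted p 3.9e-06). The 9 different genes named for the largest rises in NGP and SK-N-BE(2)c all have such a neighbour too, so their rises may be of this kind, and no test here separates that from a rise of the gene's own transcript.

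Fold changes fell with the length of the gene from end to end in all 6 contrasts against NCA. At constant exonic length and mean value, the rank correlation across genes was -0.235 and -0.206 for ASO1 and ASO2 in IMR32, -0.189 and -0.195 for ASO2 and ASO10 in NGP, and -0.249 and -0.225 in SK-N-BE(2)c. With GC content of the transcripts held constant as well, it was -0.228, -0.2, -0.195, -0.181, -0.245 and -0.163. Exonic length and GC content are thus argued against as the whole cause (96.1% to 97.7% of tested genes had a length). The control libraries are shared within a line, so the 2 contrasts of a line are not independent. A change in transcription of long genes and a change in the share of unspliced RNA both stay open, and neither was tested.

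In IMR32, more genes rose than fell by at least 1 log2 unit. Lower depth of the NCA libraries is argued against, since after thinning every library to the same number of reads 82.6% of such genes were higher with ASO1 and 78.4% with ASO2, beside 86% and 77.2% before. A real change remains a hypothesis, and the authors' scaling was varied only as described for the processing.

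The direct contrasts between ASOs went partly together across lines. The log2 fold changes of ASO2 against ASO1 in IMR32 correlated across genes with those of ASO2 against ASO10 at 0.159 in NGP and 0.204 in SK-N-BE(2)c, which share no library with IMR32. Genes are not independent replicates, so no p is given. Beside the correlations of 0.811 and 0.828 between NGP and SK-N-BE(2)c for one ASO, and of 0.3 and 0.354 for different ASOs, this is consistent with an action of each ASO of its own, beyond any that the ASOs share. Such an action includes effects on transcripts other than NESPR, and which transcripts these may be was not tested.

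Values outside the comparisons differed between the tables. The 33 histone genes found in all 3 tables took 0.301% to 0.419% of values in IMR32 libraries, 0.00906% to 0.0194% in NGP and 0.00495% to 0.00758% in SK-N-BE(2)c. The ribosomal RNA precursors of the IMR32 table had 17810 ± 1815 normalized counts (SD, n = 4) with ASO1, 21170 ± 4535 with ASO2 and 21310 ± 1646 with NCA (two-sided exact permutation p against NCA 0.0571 and 0.886).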
